A study of Mus musculus with 7 samples (transcriptomic, total RNA). Its data were reported in "Why weight? Modelling sample and observational level variability improves power in RNA-seq analyses" (2015).

How the data were processed

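RNA-seq was used to profile 7 cell lines grown from end-stage lymphomas of Eµ-Myc transgenic mice, in which a Myc transgene driven by an immunoglobulin enhancer gives rise to B cell lymphoma. The labels describe every mouse as a male of the C57BL/6 strain. They place 3 lines in the wild-type group and 4 in the Smchd1 null group, and number the replicates within each group. Wild-type replicate 1 was sequenced in batch 1 as single-end reads. The other 6 libraries formed batch 2 and were sequenced as paired-end reads. Batch 1 thus held 1 wild-type sample and no Smchd1 null sample.

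Per the labels and the methods of the study, total RNA was made into TruSeq libraries and sequenced on an Illumina HiSeq instrument. The authors aligned the reads to the mouse genome build mm10 with Subread and summarised them at the gene level with featureCounts, which gave 1 table of raw counts per library, keyed by Entrez gene identifier and with the gene length beside each count. The counts were not normalised before they were deposited and replicates were not pooled. How multi-mapping reads were treated was not stated. Counts of genes with near-identical copies, and of clustered protocadherin genes that share constant exons, are uncertain for that reason. The difference in read layout also matters, because a pair of reads can be placed where a single read cannot.

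Each table held 27179 genes. Symbols and coordinates were taken from the GENCODE M21 annotation of GRCm38, the same build as mm10, by matching Entrez identifiers to transcripts. A symbol was found for 21611 genes, which held 94.17% of all counts. The remaining genes were kept in every fit but could not enter a gene set. Total counts per sample ranged from 3626853 to 7519549. The smallest level that these depths can show, taken as 3 counts, ranged from 0.399 CPM in Smchd1 null replicate 4 to 0.827 CPM in wild-type replicate 1. CPM, the count of a gene scaled to a common library size, was computed from the deposited counts and the total count of each sample.

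Differential expression was assessed in R (version 4.3.3) with limma (version 3.58.1) and edgeR (version 4.0.16). Genes with at least 0.5 CPM in 3 or more samples were retained, which left 12303 genes, of which 11151 had a symbol. Normalisation factors were computed by the trimmed mean of M-values (TMM). Each of 4 strategies compared Smchd1 null with wild-type samples with no covariate. The first, voom with sample weights, used voomWithQualityWeights with 1 variance factor per sample and was the main fit. The second was voom alone. The third, voom with block weights, gave a variance factor of its own to the more variable sample of each group and a shared factor to the other 5. The fourth, sample removal, applied voom after removing the same pair of samples. The more variable sample of a group was the one with the largest mean leading log2 fold change distance, over the top 500 genes, to the other samples of its group. Linear models were fitted with lmFit and moderated with eBayes, and p-values were adjusted by the Benjamini-Hochberg method to give the false discovery rate (FDR). Genes with an FDR under 0.05 are called differentially expressed (DE). The strategies, filter and normalisation follow the methods of the study.

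Sets of protocadherins, defined as genes whose symbol begins with Pcdh, and of imprinted genes were tested for up-regulation with ROAST, a rotation test in limma that uses the weights of the fit. The imprinted genes were a list of symbols written by hand from general knowledge before the processed files arrived, because the list used in the study was not in the files analysed here. The 35 ways to split 7 samples into 3 and 4 gave an exact permutation test of the level of Smchd1, with a smallest possible p-value of 0.02857.

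Genes are named in the text by a rule fixed before the files arrived. The rule takes Smchd1, and then the 5 largest increases and the 5 largest decreases in log2 fold change among DE genes for which every Smchd1 null sample lay on the same side of every wild-type sample. It also takes the DE genes of each gene set. The results of 1 gene among the 5 largest decreases are left out of the text and tables, and it was not replaced. The gene stayed in every fit and count of DE genes. Genes named only in the closing section were chosen after the data were seen, except that the Y-linked genes and cell type markers came from a list written beforehand.

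Alternatives fixed before the files arrived were normalisation by relative log expression, no filter on low counts, a filter of at least 10 counts in every sample, the omission of each replicate in turn, the replicate number as a block, the batch as a covariate, the quasi-likelihood test of edgeR, DESeq2 (version 1.42.0), an FDR threshold of 0.1, a test against a fold change of 1.5, REML estimation of the variance factors, removal of each other pair of samples, camera in place of ROAST, and clustered protocadherins only. Genes to which DESeq2 assigned no adjusted p-value were counted as not DE. A further 3 choices came after the data were seen. Wild-type replicates 2 and 3 were summed into 1 sample, and the median of each chromosome was subtracted from each sample. Sample removal was first fitted with the filter applied again to the 5 samples left. Once that value had been seen, the fit was changed to keep the 12303 genes filtered over all 7 samples, so that every strategy tested the same genes, and the first version was kept as an alternative. Fits that left out a replicate kept those genes too.

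The differential expression fits were tested on simulated data, drawn from the means and library sizes of the real samples with 200 genes changed by a fold change of 4. At an FDR of 0.05, voom with sample weights recovered 98.5% of the changed genes and 4.83% of its calls were false. The corresponding values were 92% and 0% for voom alone, 98.5% and 3.9% with block weights, 97% and 3.48% for sample removal, 94% and 1.57% for edgeR, and 96.5% and 3.02% for DESeq2. The simulated spread was 0.25 of the dispersion estimated from the real groups, except in the more variable sample of each group, where it was the full estimate. DESeq2 was simulated without its own filters. The rates are therefore more favourable than the real samples would give. They come from a single simulated data set. The changed genes were drawn only from those above a minimum mean level, so recovery of genes near the smallest detectable level was not tested. These simulations had independent samples and do not show how the tests perform when 2 samples are related. In a second simulation, shifts of 0.4 and -0.4 on the log2 scale over a whole chromosome of 1 sample were recovered as 0.2737 and -0.3123, and 0 of the unchanged combinations reached 0.25, so the chromosome medians understate the size of a shift.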

Results

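The experiment asked which genes change their expression in lymphoma lines when Smchd1 is lost. Smchd1 encodes a chromatin protein that takes part in gene silencing. Counts were available for 3 wild-type and 4 Smchd1 null lines. The mean total count was 5515472 ± 1675420 (SD, n = 3) in wild-type samples and 6743098 ± 560542 (SD, n = 4) in Smchd1 null samples. Wild-type replicate 1 was the shallowest library, at 3626853 counts, and also the only one of batch 1. Wild-type replicates 2 and 3 had 6096639 and 6822924 counts. Smchd1 null replicates 1 to 4 had 6752457, 6225875, 6474510 and 7519549 counts. Of 27179 genes, 16882 had at least 1 count in some sample and 12303 were retained by the filter.

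Variation between samples was first examined with leading log2 fold change distances. In the wild-type group, replicate 1 lay at a mean distance of 4.152 from the other 2 replicates, which were 1.265 apart. In the Smchd1 null group, replicate 4 lay at a mean distance of 4.768 from its group, whereas replicates 1 to 3 had mean distances of 3.801, 3.772 and 3.826. Wild-type replicate 1 and Smchd1 null replicate 4 were therefore the more variable samples under the rule set in advance. The sample weights estimated from the data ordered the samples in a similar way. Wild-type replicate 1 and Smchd1 null replicate 4 received weights of 0.2458 and 0.2492, respectively. Wild-type replicates 2 and 3 received the largest weights, 3.785 and 3.059. The weights of Smchd1 null replicates 1 to 3 were 1.063, 1.597 and 0.8305. With block weights, the more variable samples received 0.2888 and 0.2839 and the other 5 samples shared a weight of 1.649.

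**Figure D1:**
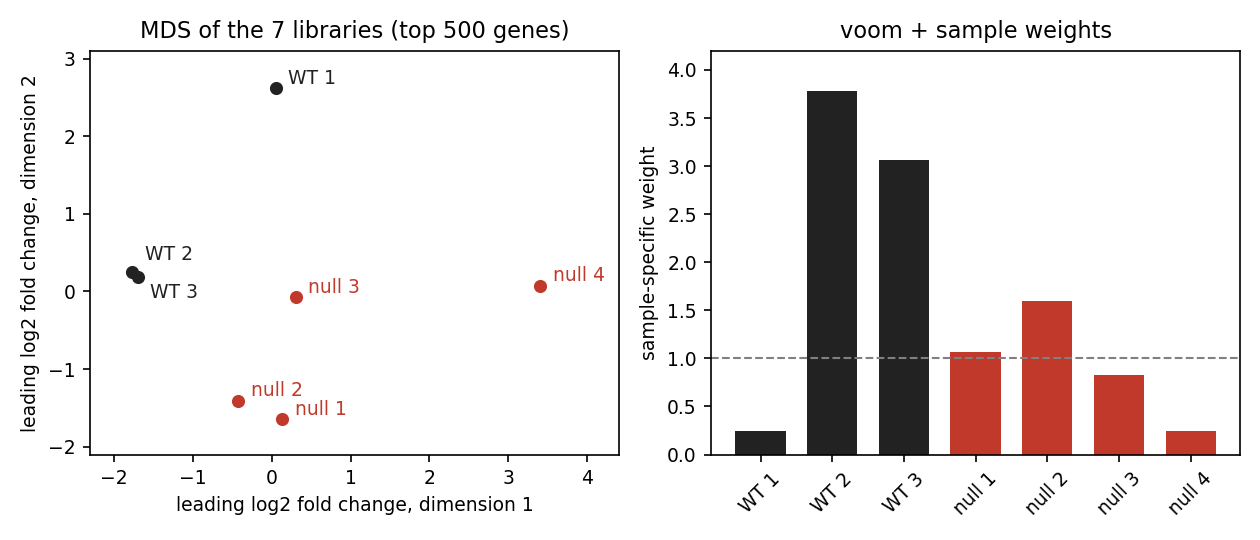
Left, multi-dimensional scaling of the 7 samples on leading log2 fold changes over the top 500 genes, with wild-type samples in black and Smchd1 null samples in red. Right, the weight of each sample in voom with sample weights, with a dashed line at 1. Wild-type replicates 2 and 3 almost coincide and have the largest weights (3.785 and 3.059), while wild-type replicate 1 and Smchd1 null replicate 4 lie apart and have the smallest (0.2458 and 0.2492).

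The number of DE genes depended on the weighting strategy. Voom alone gave 12 DE genes, 5 higher and 7 lower in Smchd1 null samples. Sample removal gave 521 DE genes (107 higher, 414 lower) and voom with block weights gave 493 (156 higher, 337 lower). Voom with sample weights gave the most, 1466 DE genes (623 higher, 843 lower), or 11.92% of the genes tested. These included all 12 genes called by voom alone, 492 of those called with block weights and 452 of those called after sample removal. Of the 1466 genes, 744 separated the groups, in that every Smchd1 null sample lay on the same side of every wild-type sample (332 higher, 412 lower). The remaining DE genes had at least 1 sample within the range of the other group. The quasi-likelihood test of edgeR, which uses no sample weights, called 12 genes on the same counts, and DESeq2 called 382.

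The count depended on which replicates were included. When wild-type replicate 1 was left out, which leaves only samples of batch 2, voom with sample weights gave 1683 DE genes, voom alone gave 51 and voom with block weights gave 748. The wild-type samples are then replicates 2 and 3 alone, at a distance of 1.265. If these are related, p-values and standard errors within batch 2 are too small. Batch 1 held a single wild-type sample, so that no comparison could be made within it and the effect of batch could not be told apart from that sample. With sample weights, leaving out wild-type replicate 2 or wild-type replicate 3 moved the count most, to 1 DE gene in either case. Block weights and voom alone also gave 1 DE gene without either of them. For voom alone the count was 1 without Smchd1 null replicate 1 as well. Without Smchd1 null replicates 1, 2, 3 and 4, the counts for voom with sample weights were 443, 281, 923 and 1374.

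**Figure D2:**
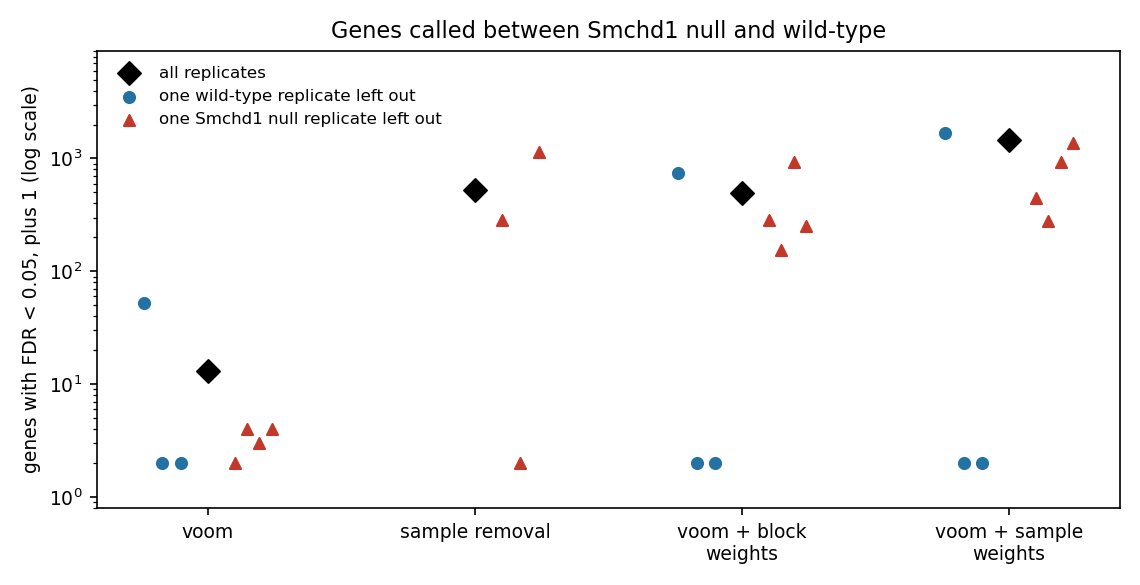
Number of genes with an FDR under 0.05, plus 1, on a log axis, for each of the 4 strategies. Black diamonds give all replicates, blue circles the fits that left out 1 wild-type replicate and red triangles those that left out 1 Smchd1 null replicate. In voom with sample weights the count was 1466 with all replicates and 1 when wild-type replicate 2 or 3 was left out. Sample removal has no blue circles because a single wild-type sample would remain.

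Replicate numbers 1 to 3 occur in both groups, and the pairing they imply is taken from the labels alone. The deviations of samples from their group means had a mean correlation across genes of -0.04567 for the 3 pairs with the same number and 0.02081 for the 9 pairs with different numbers, so samples with the same number did not deviate together. With the replicate block in the model, voom with sample weights gave 222 DE genes in place of 1466, voom with block weights gave 6 in place of 493, and voom alone gave 0 in place of 12. With the same block the log2 fold change of Smchd1 was -3.233 (standard error 0.152, FDR 0.0122 in limma), against -3.16 without it. The ROAST p-values with the block were 0.00165 for protocadherins and 0.00035 for imprinted genes, against 0.0055 and 0.00255 without it. Of the DE genes in these sets, Peg12 and Mkrn3 stayed DE with the block (limma FDR 0.0122 and 0.0488). The others did not, with limma FDRs from 0.0517 (Pcdha8) to 0.108 (Pcdhga11).

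Smchd1 itself (Entrez 74355, GRCm38 chromosome 17, 71344489 to 71475343, minus strand) had the smallest p-value of all genes under each strategy. Its level was 232.4 CPM ± 14.85 (SD, n = 3) in wild-type samples and 26.47 CPM ± 2.854 (SD, n = 4) in Smchd1 null samples, which is 11.39% of the wild-type mean. The counts behind these levels were 900, 1404 and 1492 in wild-type samples, and 175, 141, 185 and 216 in Smchd1 null samples. None of the other splits of the 7 samples gave as large a difference (exact permutation test, p = 0.02857, the smallest that 3 against 4 samples allows). In voom with sample weights the log2 fold change was -3.16 (standard error 0.1127, FDR 2.18e-05 in limma). The FDR was 0.000289 with voom alone, 5.83e-05 with block weights and 0.00451 after sample removal, all in limma. Within batch 2 the log2 fold change was -3.154 (standard error 0.119, limma FDR 0.000173). Leaving out Smchd1 null replicate 2 moved the log2 fold change most, to -3.02 (standard error 0.133).

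The largest increases among genes that separated the groups were in Elavl2, Peg12, Nfib, Fzd10 and Nr2f2, with log2 fold changes of 9.864, 9.491, 9.236, 9.035 and 8.788 in voom with sample weights. All 5 had 0 counts in every wild-type sample, so that their levels there were below 0.827, 0.492 and 0.44 CPM in replicates 1 to 3, and the size of the fold change rests on the offset that voom adds to a count of 0. Nfib (Entrez 18028, chromosome 4, 82290173 to 82705750) was the most even of them, at 47.53 CPM ± 7.27 (SD, n = 4) in Smchd1 null samples, and its limma FDR was 0.000228 with sample weights and 0.01116 with voom alone. Peg12 (Entrez 27412, chromosome 7, 62461871 to 62464510) was at 51.31 CPM ± 22.03 (SD, n = 4) with a limma FDR of 0.00272. Nr2f2 (Entrez 11819, chromosome 7, 70351944 to 70366735) was at 31.92 CPM ± 12.1 (SD, n = 4) and Fzd10 (Entrez 93897, chromosome 5, 128600844 to 128604093) at 40.35 CPM ± 14.88 (SD, n = 4). Elavl2 (Entrez 15569, chromosome 4, 91250763 to 91400785) was the least even, at 257.5 CPM in Smchd1 null replicate 1 and between 35.83 and 55.59 CPM in the other 3 samples, and its limma FDR was 0.02741 with sample weights and 0.2785 with voom alone. With voom alone the limma FDR was 0.09819 for Peg12, 0.06167 for Fzd10 and 0.1103 for Nr2f2. Only Nfib of the 5 increases was therefore DE with voom alone. Other tests without sample weights called more of them. In the quasi-likelihood test of edgeR the FDR was 0.00457 for Nfib, 0.0418 for Peg12, 0.0394 for Fzd10 and 0.0418 for Nr2f2. Elavl2 was not DE there (0.146). DESeq2 called all 5, with the largest FDR at 1.07e-11 for Nr2f2.

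Of the 5 largest decreases among genes that separated the groups, 4 are given here. They were in Elfn1, Best1, Bhlhb9 and Bivm, with log2 fold changes of -6.115, -5.684, -5.268 and -5.26. Each of these genes had 0 counts in Smchd1 null replicate 2 at least, so the size of the fold change again rests in part on the offset of voom. In edgeR the log2 fold changes were -8.81, -5.641, -2.64 and -4.061 in the same order. Elfn1 (Entrez 243312, chromosome 5, 139907943 to 139974722) was at 9.222 CPM ± 7.044 (SD, n = 3) in wild-type samples and had 0 counts in every Smchd1 null sample. Best1 (Entrez 24115, chromosome 19, 9985174 to 10001633) was at 4.63 CPM ± 3.164 (SD, n = 3) and 0.07405 CPM ± 0.1481 (SD, n = 4). Bivm (Entrez 246229, chromosome 1, 44118957 to 44144770) was at 10.88 CPM ± 8.088 (SD, n = 3) and 0.6076 CPM ± 1.016 (SD, n = 4). Bhlhb9 (Entrez 70237, chromosome X, 135797594 to 135891081) was at 39.56 CPM ± 4.009 (SD, n = 3) and 6.211 CPM ± 7.464 (SD, n = 4), with 0 CPM in Smchd1 null replicates 2 and 4 but 14.96 and 9.885 CPM in replicates 1 and 3. None of these 4 decreases had a limma FDR under 0.05 with voom alone, where the values were 0.07973, 0.1523, 0.2395 and 0.1792 in the same order as the fold changes. The quasi-likelihood test of edgeR called none of them either (FDR 0.142 to 0.524), while DESeq2 called Elfn1, Best1 and Bivm but not Bhlhb9.

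Protocadherins, cell adhesion proteins whose clustered genes are known targets of Smchd1, were tested for up-regulation as a set. Of 70 protocadherin genes in the files, 8 passed the filter, and 6 of these were higher in Smchd1 null samples. The mean log2 fold change was 2.29. The ROAST p-value for up-regulation was 0.0055 with sample weights, 0.022 with block weights, 0.05885 with voom alone and 0.0712 after sample removal. The DE genes in the set were Pcdha8 and Pcdhga11. Pcdha8 (Entrez 353235, chromosome 18, 36992371 to 37187657) had 0 counts in every wild-type sample and 0.9476 CPM ± 0.4705 (SD, n = 4) in Smchd1 null samples, only a little above the smallest detectable level. Its log2 fold change was 3.683 (standard error 0.5631, FDR 0.01205 in limma). Pcdhga11 (Entrez 93723, chromosome 18, 37755731 to 37841873) did not separate the groups. It was at 4.136 CPM in wild-type replicate 1, 0 CPM in wild-type replicates 2 and 3, and 1.981 CPM ± 1.961 (SD, n = 4) in Smchd1 null samples, with a log2 fold change of 4.281 (standard error 0.9822, FDR 0.03227 in limma). With voom alone, where wild-type replicate 1 was not down-weighted, its limma FDR was 0.6987. Reads of the clustered genes may be shared between neighbours with common exons, and both values are uncertain. Within batch 2 the ROAST p-value of the set was 0.01885, with the closely alike wild-type replicates 2 and 3 as the only wild-type samples. With these summed into 1 sample beside wild-type replicate 1, it was 0.1063. The largest change came from leaving out wild-type replicate 3, which gave 0.1455.

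Imprinted genes, expressed from only the maternal or the paternal copy, formed the second set. Of the genes in the list, 42 were retained by the filter, with 27 higher and 15 lower in Smchd1 null samples. The mean log2 fold change was 0.674 and the median 0.123. The ROAST p-value for up-regulation was 0.00255 with sample weights, 0.0123 with block weights, 0.0124 with voom alone and 0.1412 after sample removal. The set held 7 DE genes. Peg12, Mkrn3 and Atp10a had 0 counts in every wild-type sample. Mkrn3 (Entrez 22652, chromosome 7, 62417593 to 62420139) reached 3.312 CPM ± 1.701 (SD, n = 4) and Atp10a (Entrez 11982, chromosome 7, 58656166 to 58829420) 5.218 CPM ± 7.637 (SD, n = 4) in Smchd1 null samples. Cdkn1c (Entrez 12577, chromosome 7, 143458339 to 143461050) rose from 0.3909 CPM ± 0.1401 (SD, n = 3) to 1.637 CPM ± 0.3764 (SD, n = 4). Its level in each wild-type sample was below the smallest that 3 counts can show there. Chrac1 (Entrez 93696, chromosome 15, 73090392 to 73097554) and Pon2 (Entrez 330260, chromosome 6, 5264147 to 5298455) had log2 fold changes of 0.6681 (standard error 0.1016) and 0.7075 (standard error 0.1613), and Pon2 did not separate the groups. Begain (Entrez 380785, chromosome 12, 109032187 to 109068217) was the only one to fall, from 11.9 CPM ± 2.111 (SD, n = 3) to 2.972 CPM ± 1.047 (SD, n = 4), with a limma FDR of 0.01142. None of these 7 genes was DE with voom alone, where their limma FDRs ran from 0.09029 (Begain) to 0.5405 (Pon2). The quasi-likelihood test of edgeR called only Peg12 (FDR 0.0418). DESeq2 called all but Cdkn1c and Pon2. Within batch 2 the ROAST p-value was 0.0156, again with wild-type replicates 2 and 3 as the only wild-type samples. With these summed into 1 sample beside wild-type replicate 1, it was 0.07345. The filter had the largest effect on this result. With at least 10 counts required in every sample, 26 genes remained and the p-value was 0.8948.

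**Figure D3:**
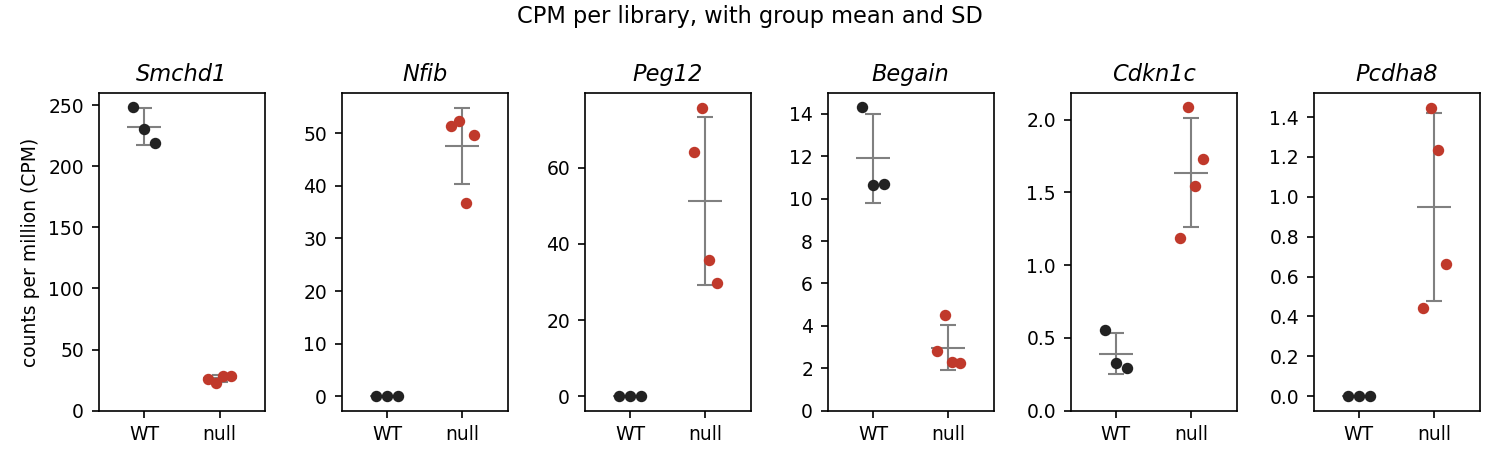
Level of 6 named genes in each sample, in CPM on a linear axis that differs between genes, with wild-type samples (WT) in black and Smchd1 null samples (null) in red. Grey lines give the group mean and bars the SD. Smchd1 and Begain were lower in every Smchd1 null sample than in any wild-type sample, Cdkn1c was higher, and Nfib, Peg12 and Pcdha8 had 0 counts in all 3 wild-type samples.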

Values the study reported

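The study reported 12 DE genes with voom alone, 488 with block weights, 492 after sample removal and 1478 with sample weights. For up-regulation of protocadherins it gave ROAST p-values of 0.0581 with voom alone and 0.00614 with sample weights. For its own set of imprinted genes, which held 46 genes, the ROAST p-values were 0.0594 with voom alone and 0.0198 with sample weights.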

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

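In the Smchd1 null group, 26 values per sample were screened for a sample far from the other 3, by the gap to the nearest sample relative to the range of the group. The screen flagged 2 values, where about 1.3 would be flagged by chance, so neither of them is strong evidence alone. The wild-type group, with 3 samples, was not screened. Elfn1 could not be screened because it had 0 counts in all 4 Smchd1 null samples.

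The mean leading log2 fold change distance of Smchd1 null replicate 4 to its group was 4.768, with the next highest at 3.826. Low depth is not a candidate, since this was the deepest library, at 7519549 counts, and it was of the same batch as the rest of its group. A mislabelled sample was tested through Smchd1, a prediction written before the files arrived. The number of samples whose Smchd1 level lay within the range of the other group was 0, and replicate 4 was at 28.73 CPM. Exchanging any 1 wild-type and any 1 Smchd1 null sample gave at most 1347 DE genes, against 1466. The 1347 came from exchanging replicate 4 itself with wild-type replicate 1, the samples with the smallest weights. Every exchange that separated wild-type replicates 2 and 3 gave 0. These counts therefore say little about the label of replicate 4. Admixture of other cells was looked at only as values. Cd3e and Cd8a, expressed in T cells, had 0 counts in this sample. Cd22, expressed in B cells, was at 25.4 CPM and between 180 and 341.2 CPM in the other 6 samples. Pecam1 was at 219 CPM, against at most 94.19 CPM elsewhere. Replicate 4 was also raised across chromosomes 15, 16 and 18, by 0.4147, 0.337 and 0.3518 on the log2 scale. A tumour of a different B cell stage or with extra chromosomes is a hypothesis for the larger distance. It was not tested against a sample quality difference, since RNA quality values were not in the files analysed here, and it remains open.

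The log2 CPM of Best1 in Smchd1 null replicate 1 was -0.6764, against -1.631 in the other 3 samples. Those samples had 0 counts, so that any count at all in 1 sample meets the screen. The value corresponds to 0.296 CPM, below the smallest level that 3 counts can show in this sample (0.444 CPM). Too few counts stand behind this flag to weigh it further, and no biological explanation was tested.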

How the results depend on the processing

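The log2 fold change of Smchd1 was the only headline result unchanged under every alternative for which it was computed, at -3.02 to -3.233. It was not computed with REML variance factors or with the other pairs of samples removed. Over all headline results, 40 alternative values moved, 11 were weaker, 1 reversed and 59 stayed the same. For the other named genes, 130 alternative values no longer passed the FDR threshold, 179 stayed the same and 0 changed sign.

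The count with sample weights was 222 with the replicate block, 12 in edgeR, 382 in DESeq2, 2797 at an FDR of 0.1 and 78 against a fold change of 1.5. The edgeR value equals that of voom alone, which also treats samples as equally variable. The lists differ, since Peg12, Fzd10 and Nr2f2 were DE in edgeR but not with voom alone. DESeq2 was run without sample weights too and gave 382, so their absence alone does not account for a count of 12. For voom alone the count was 35 without the filter, 5 with at least 10 counts in every sample, 0 with the replicate block and 53 with the batch covariate. For block weights it was 6 with the replicate block and 743 with the batch covariate. The batch covariate absorbs wild-type replicate 1 and so acts like its removal. The replicate block costs 3 residual degrees of freedom of 5. For sample removal the count was 179 without the filter. The median over the other 11 pairs that could be removed was 0, and the highest was 3.

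Across the fits that each left out 1 replicate, counts ranged from 1 to 1683 with sample weights, from 1 to 51 with voom alone, from 1 to 934 with block weights and from 1 to 1130 for sample removal. The ROAST p-values ranged from 0.00325 to 0.1455 for protocadherins and from 0.00065 to 0.1364 for imprinted genes. Sample removal could not be fitted without a further wild-type replicate, as 1 would be left.

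The protocadherin p-value was 0.08325 without the filter, 0.05885 with voom alone and 0.0712 after sample removal. It stayed under 0.05 with camera (0.02119) and with clustered protocadherins only (0.0143, ROAST). Without the filter the set grew from 8 to 41 genes, the added ones all below the level the filter requires. Only 1 protocadherin had at least 10 counts in every sample, so that alternative has no value. The imprinted p-value was 0.1412 after sample removal and 0.05393 with camera, which asks whether the set changed more than other genes. With at least 10 counts in every sample it was 0.8948 and the direction reversed. That filter removes by construction any gene that is silent in 1 group, Peg12, Mkrn3 and Atp10a among them, and leaves 26 of 42 genes. The increase in the set may therefore rest on a few genes silent in wild-type samples.

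The following alternatives were chosen after seeing the data. With wild-type replicates 2 and 3 summed into 1 sample, sample weights, voom alone and block weights each gave 1 gene, and the p-values were 0.1063 for protocadherins and 0.07345 for imprinted genes. With chromosome medians subtracted, block weights gave 287 genes and sample removal 272. The ROAST p-values were then 0.0122 for protocadherins and 0.00265 for imprinted genes. Sample removal with the filter applied again to the remaining samples gave 507 of 11755 genes.

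Depth limits the low genes most. At the depth of wild-type replicate 1 a gene below 0.827 CPM cannot be told from an absent one, which applies to Pcdha8 and to Cdkn1c in that sample. Cdkn1c was also below the smallest level that 3 counts can show in wild-type replicates 2 and 3. It was at 0.328 and 0.293 CPM there, against 0.492 and 0.44 CPM.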

Other observations

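Wild-type replicates 2 and 3 were far more alike than any other of the 21 pairs of samples. Their biological coefficient of variation was 0.06913, against 0.2722 to 0.5748 for the other pairs, and their distance was 1.265, against 3.109 to 5.227. One library counted in both files was considered first. The chi-square of their counts divided by its degrees of freedom was 3.957, where sampling noise alone gives about 1, so they differ by more than sampling noise. Other pairs gave at least 18.13. They had 0 genes at 10 CPM or more in one sample and under 0.5 CPM in the other, against 50 to 335 genes in every other pair. This may mean that both lines came from 1 tumour or from closely related tumours, a hypothesis that the labels neither state nor exclude. Features described below that only these lines shared go with it, though no test was run on them together. Chromosome 19 was raised in both (0.3427 and 0.4955 on the log2 scale), as was chromosome 1 beyond its middle gene (0.3666 and 0.3558). Both also had 0 counts of Eif2s3y while other Y-linked genes were expressed. Chromosome 12 was raised in replicate 2 (0.2612 on the log2 scale) but little in replicate 3 (0.0446), which goes against 2 libraries of the same RNA. Related lines and separate cultures of 1 line cannot be told apart here. Both predictions were written after the similarity had been seen.

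The similarity bears on every count of DE genes. With sample weights the pair received the largest weights, and with both lines summed into 1 sample the count fell from 1466 to 1, the gene left being Smchd1 by its FDR of 0.00765 in limma. Summing also lowers the number of wild-type samples from 3 to 2, and leaving out either line, which does the same, likewise gave 1 with sample weights. Leaving out wild-type replicate 1 also leaves 2 wild-type samples, yet it gave 1683 with sample weights, 748 with block weights and 51 with voom alone. Fewer wild-type samples alone thus do not account for the fall. The fits that gave 1 kept the more variable wild-type replicate 1 and no longer held both lines as separate samples. The spread of replicate 1 and the loss of a dependent sample are mixed in this test. Whether the n of 3 in the wild-type group overstates the number of independent tumours was left open by this test. The prediction for the summed sample was written before its value was seen.

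Of the 35 splits of the 7 samples into 3 and 4, 1 gave as many DE genes as the labelled split with sample weights, namely the labelled split itself. The same held for voom alone (1 of 35) and block weights (1 of 35). The splits are not exchangeable, however, if 2 samples are related. All 20 splits that separated wild-type replicates 2 and 3 gave 0 DE genes. The 4 other splits that kept both in the group of 3, with a Smchd1 null sample as the third member, gave from 37 to 1347 genes, with a median of 304.5. That median is well below 1466, but the highest of the 4 is close to it. Grouping Smchd1 null replicates 1 to 3 against the rest gave 1095 genes. Among the splits that keep the pair together in the group of 3, the labelled one is the highest of 5, which is too few for a share under 0.05. No split can follow the batch, since batch 1 held 1 sample.

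For imprinted genes, 1 of the 35 splits gave as small a ROAST p-value for higher expression in the group of 4, again the labelled split. For protocadherins, 3 of the 35 splits did, the labelled one and those that put wild-type replicates 2 and 3 with Smchd1 null replicate 2 or 4 (0.0046 and 0.00335). All 5 splits that kept both of these wild-type lines in the group of 3 had a p-value of 0.0315 or less, so the small p-value of this set cannot be told apart from an effect of that pair. For imprinted genes the 4 other splits of this kind gave ROAST p-values of 0.0198 to 0.07185, so an effect of the pair on that set was not excluded. Mean log2 CPM was higher in each of the 4 Smchd1 null samples than in any wild-type sample for both sets. The 8 protocadherins ranged from 0.8889 to 1.939 in Smchd1 null samples and from -0.0252 to 0.6999 in wild-type samples. The 42 imprinted genes ranged from 3.594 to 3.747 and from 3.201 to 3.309. The protocadherin means weigh all genes equally, and their separation may rest on Pcdh17, the only member outside the clusters. It was at 58.94, 5.461, 1.081 and 21.28 CPM in Smchd1 null replicates 1 to 4. In wild-type samples it was at 1.103 CPM or less. Means without it were not computed. Pcdhgc3 and Pcdhgb7 were lower in Smchd1 null samples, at 72.61 against 81.64 CPM and 1.39 against 2.9 CPM. The difference between the sets was not tested. The ROAST p-value of imprinted genes was 0.00255 with sample weights and 0.0124 with voom alone. Both are lower than the values quoted from the study above. The gene lists differ, since the list used in the study was not in the files analysed here.

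A pattern that needs no weights is that of genes silent in one group. In the labelled split, 10 genes were under 0.5 CPM in every wild-type sample and at 5 CPM or more in every Smchd1 null sample, and 0 genes showed the opposite pattern. Of the 35 splits, 1 gave as many, the labelled one, and the others gave at most 6, with a median of 0. The 20 splits that separated wild-type replicates 2 and 3 all gave 0, which fixes that median. The 4 other splits that kept both in the group of 3 gave at most 5. Splits of this kind are too few for a share under 0.05. The prediction was written after some of the 10 genes had been seen. Besides Elavl2, Peg12, Nfib, Fzd10 and Nr2f2 they were Isl1, Nectin3, Mei4, Garem1 and a gene without a symbol. The named 9 had 0 counts in all 3 wild-type samples and lie on 7 different chromosomes, so a gain of 1 chromosome would not produce them. Loss of silencing in the absence of Smchd1 is a candidate explanation. It was found and examined on the same 7 samples, and with wild-type replicates 2 and 3 alike it rests on fewer independent wild-type tumours than 3 if they are related.

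Expression was shifted over whole chromosomes in some samples. Over 7488 genes with a mean log2 CPM above 4, 10 of 140 combinations of chromosome and sample had a median deviation of at least 0.25 on the log2 scale. The largest was -0.6953 for chromosome 13 in wild-type replicate 1. Chromosome 19 was raised in wild-type replicates 2 and 3 (0.3427 and 0.4955), and chromosome 3 was lowered in Smchd1 null replicates 1 and 2 (-0.3873 and -0.4031). Chromosome 18 was raised in Smchd1 null replicates 3 and 4 (0.4419 and 0.3518), chromosomes 15 and 16 in Smchd1 null replicate 4, and chromosome 12 in wild-type replicate 2 (0.2612). Among 10000 random gene sets of equal size none reached any of the 10 shifts, so that each had a permutation p of 1e-04, the smallest these can give, and a Benjamini-Hochberg adjusted value of 0.0003415. Genes on a chromosome are not independent, which makes this p too small. Regression on GC content and gene length left at least 0.9439 of each shift. Each chromosome was also divided at its middle gene, and of these 10 shifts the number confined to one side was 0. They had been chosen on the whole chromosome, so shifts of one side were largely left out beforehand. On chromosome 16, wild-type replicate 1 was raised by 0.4718 beyond the middle gene and by 0 before it, with a whole-chromosome median of 0.1446. Gains and losses of chromosomes may account for the 10 shifts, as a hypothesis that DNA measurements would be needed to test. The prediction on random gene sets was written after the shifts had been seen.

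These shifts entered the list of DE genes. On chromosome 19, 165 of 410 genes tested were DE (40.24%), 164 of them lower in Smchd1 null samples, with an odds ratio of 5.482 (Fisher's exact test, adjusted p 4.803e-49 over 20 chromosomes). Genes called on 1 chromosome are not independent, which again makes the p too small. On chromosome 3, 96 of 102 DE genes were lower, and on chromosome 1, 116 of 139, although the median over all of chromosome 1 did not reach 0.25 in any sample. Its genes beyond the middle one were raised by 0.3666 and 0.3558 in wild-type replicates 2 and 3, and those before it by 0. With chromosome medians subtracted, the count with sample weights was 1178 against 1466, and that with block weights 287 against 493. This correction is partial, since the medians understate a shift and leave one confined to part of a chromosome in place, so it does not show how much of the count depends on such shifts. The decrease of a gene on chromosome 19, such as Best1, may partly reflect the chromosome rather than Smchd1. For Best1 most of the decrease remained with chromosome medians subtracted, at a log2 fold change of -5.228 against -5.684.

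Y-linked genes did not match the labels, which describe all mice as male. Ddx3y, Uty, Kdm5d and Eif2s3y had at most 4 counts each in wild-type replicate 1 and at most 1 count each in Smchd1 null replicate 3. The mean level of the samples that express them would give at least 84.77 counts at these depths, so depth does not account for it. Batch does not either, since 1 sample of batch 2 showed the pattern too. Xist was at 0.2757 CPM or less in both samples and at most 0.5924 CPM in any, but without a known female line this cannot be told apart from a female line that lost an X chromosome. Eif2s3y alone had 0 counts in wild-type replicates 2 and 3, where Ddx3y was at 131.7 and 135.1 CPM, and Smchd1 null replicate 4 had 1.197 CPM of Uty and 0.6649 CPM of Kdm5d beside 89.23 CPM of Ddx3y. Loss of all or part of the Y chromosome in culture or in the tumour is a candidate explanation. A mix-up of mice was not excluded. These predictions were written after the values had been seen.

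Wild-type replicate 1 was the only single-end library, and its low weight of 0.2458 may be technical. It may also partly reflect that wild-type replicates 2 and 3, the rest of its group, were only 1.265 apart. With those 2 summed, its weight was 0.6572 against 0.6307 for the sum. The paper states that samples in a group of 2 get equal weights, so these values cannot decide. Distances of wild-type replicate 1 to the other samples, from 3.811 to 5.091, lay within the range of pairs without it (3.109 to 5.227). Among genes with a mean log2 CPM above 4, the median deviation of the 283 genes without a symbol was 2.474 times that of genes with one in this sample, and at most 0.88 times in the others. The 13 mitochondrial genes deviated by a mean of -2.247 on the log2 scale in this sample, while no other sample deviated by more than 0.2639. That mean weighs each gene equally and overstates the fall in mitochondrial counts as a whole. Their share of all counts was 1.955% in this sample and 2.692% to 3.949% in the others. Read layout may act through genes with near-identical copies in this way, but whether the genes without a symbol have such copies was not tested. This prediction was also written after the deviation had been seen. With a single sample in batch 1, the layout and the line cannot be told apart. The line also differed in Rag1, at 126 CPM against at most 8.365 CPM elsewhere, as did Smchd1 null replicate 1 in Dntt, at 95.97 CPM against at most 3.078 CPM, and Smchd1 null replicate 3 in Cd74, at 960.4 CPM against at most 172.6 CPM. These are genes of B cell development, and no test was run on them.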
